A study of Mus musculus with 12 samples. Its data were reported in "Life-long microbiome rejuvenation improves intestinal barrier function and inflammaging in mice" (2025).

How the data were processed

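The deposited files hold single-cell RNA sequencing of the small intestine of 6 male C57BL/6J mice at about 120 weeks of age. Per the labels, each treatment cycle lasted 8 weeks and consisted of 14 days of antibiotic depletion, a transfer of fecal microbiota by gavage and 6 weeks without intervention. The transferred material came from donors of 8 weeks of age (young microbiome, yMB) or from donors as old as the recipients (isochronic microbiome, iMB). From each of 3 mice per treatment an intestinal epithelial cell (IEC) fraction and a lamina propria (LP) fraction were loaded separately on the 10x Chromium system with the v3 kit, which makes 12 libraries in 4 groups. Mice are named by the numbers in the labels, which were 54, 36 and 10 for iMB and 16, 3 and 2 for yMB. Groups were taken from the labels alone.

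The authors sequenced the libraries on a NovaSeq instrument, mapped the reads to the GRCm38 mouse genome with Cell Ranger and deposited unfiltered matrices of raw UMI counts per gene and barcode, with no cell calling and no normalization. A UMI is a molecular tag, so that one count stands for 1 captured transcript. The headers of the files name Cell Ranger 3.0.2, except for the LP library of yMB mouse 16, whose header names no version. Each file lists 27998 genes. Gene coordinates below are those of the GRCm38 annotation (GENCODE vM21), matched by gene identifier.

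Barcodes were kept with 200 to 5000 detected genes and less than 25% mitochondrial UMIs, after the filter the study describes. The study states its depth limits in reads. Here they were read as detected genes, because read as UMIs they leave 484856 barcodes. The mitochondrial limit was not applied to this number, so it is not what the whole filter would leave. The housekeeping criterion of the study was replaced in an alternative by a minimum of 10% ribosomal protein UMIs, since the study gives no gene list for it. A library with fewer than 100 barcodes past the filter was described but entered no comparison, which applied to the LP library of yMB mouse 16. Its mouse stayed in the comparisons with its IEC library only, so that its immune and stromal shares rest on that library.

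The profile of empty droplets of each library was taken from barcodes with fewer than 100 UMIs, and a barcode was called unlike empty droplets when the probability of its counts under that profile lay below a z of -5 of profiles drawn from it at the same depth. Doublets were scored with the Scrublet implementation of scanpy 1.11.5 per library, in place of the DoubletFinder package used in the study. Among the barcodes unlike empty droplets the highest scores were marked, at 0.8% per 1000 such barcodes, and marked barcodes were removed. The own threshold of Scrublet marked 92 barcodes and was not used.

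Counts were normalized per barcode, log transformed, reduced to 50 principal components of 2000 variable genes and clustered with the Leiden algorithm (igraph 0.11.9; 20 neighbours, resolution 1), first into compartments and then within each compartment. The integration and the reference-based annotation of the study were not repeated. A cluster in which less than 10% of the barcodes were unlike empty droplets was called empty-like and left out. The other clusters were named from marker genes fixed before the data were examined, and each name stands for cells like that type. A name required a marker score of at least 0.3, at least 3 markers detected in 5% or more of the cells, and no class of another compartment with a score higher by more than 0.5. A cluster whose 10 leading genes held more markers of a class of another compartment than of its own was left unnamed. The score, the margin, the removal of hemoglobin genes from the leading genes and the merging of proximal enterocytes into enterocytes were set after the clusters were seen, and before any comparison between yMB and iMB. The 10% limit was raised to 20% once, after clusters had been seen and partly because a cell number came nearer to that of the study, and was then set back; both were run. Clusters just above the 10% limit were an enterocyte cluster of 3951 barcodes (10.43% unlike empty droplets; the erythroid gene Alas2 among its leading genes), a goblet cell cluster of 1139 barcodes (14.22%) and a dendritic cell (DC) cluster of 944 barcodes (11.23%).

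Shares of cells were computed per mouse, among epithelial, immune or stromal cells with both fractions merged, and shares of compartments were computed per library. They were compared with the exact two-sided Mann-Whitney test (scipy 1.17.1), with Benjamini-Hochberg adjustment within a compartment or fraction. For 3 against 3 mice the smallest p this test can give is 0.1, and for 3 against 2 it is 0.2, so no share could pass 0.05.

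Changed genes were tested on raw UMI counts summed per mouse and class, for mice with at least 20 cells of the class and classes with at least 2 such mice per treatment, by the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with TMM normalization and filterByExpr. Genes with a Benjamini-Hochberg adjusted p under 0.05 over all genes tested in a class are called changed. In any sentence below, an adjusted p of a gene comes from this test unless another tool is named. Gene sets and lists were written before the data were examined, from the genes and functions the study names; the gene symbol Tora1 of the study was read as Tor1a. Sets with at least 5 tested genes were compared with fry (limma 3.58.1) on voom values, two-sided, with adjustment over all pairs of set and class, and the effect is the mean log2 fold change of the set. IEC and LP libraries were compared with edgeR on counts summed per library, with treatment as a covariate, and a second model tested the interaction of fraction and treatment. Same-numbered IEC and LP libraries come from 1 animal, which pairs them. As a check, the correlation of their deviations from the mean of their fraction, both treatments pooled, over 2000 genes was -0.09, 0.51, -0.22, 0.30 and 0.21 for mice 10, 2, 3, 36 and 54, so that 3 of the 5 pairs exceeded 0.1. Differences between treatments stay in these deviations, and libraries of different mice were not correlated for reference. The check therefore cannot decide whether the pairing is visible.

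The genes named below follow a rule fixed before the data were examined. It took the genes the study names for a class, and the 3 largest rises and 3 largest falls among changed genes with at least 10 CPM (UMI counts scaled to a common library total) on average and values of yMB and iMB mice that do not overlap, in up to 4 classes with the most such genes. For IEC against LP it took the 5 largest changes each way with the same direction in every mouse with both libraries and at least 50 CPM on average. Among these largest changes, marker genes of a class were not named for that class. For IEC against LP no marker gene of any cell type was named.

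Alternatives were a minimum of 500 or a maximum of 5000 UMIs per cell, a mitochondrial limit of 10%, the ribosomal minimum, marked doublets kept, finer clustering at resolution 3, 1 fraction per compartment, no filter on low counts, RLE size factors, DESeq2 1.42.0, cells thinned to 1000 UMIs, a Wilcoxon rank sum test on single cells with a log fold limit of 0.1 and Bonferroni adjustment as in the study, camera with a preset correlation of 0.01, an exact Mann-Whitney test of set scores with a pseudocount of 1, an exact permutation test of shares, the mouse as a block for IEC against LP and for the interaction, and each mouse left out in turn. Free RNA was estimated per library and class from Paneth cell genes in cells that should lack them, and the empty-droplet profile was subtracted at that share.

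The tests were tested on simulated data with 200 changed genes each, drawn from the means and library sizes of the real samples. The edgeR test recovered 63% of the changed genes for enterocytes (9335 genes tested), 63% for B cells (10334), 58% for regulatory T (Treg) cells (6246), 72% for macrophages (10152), 54.5% for stem cells (9616) and 50.5% for IEC against LP (14861), with 3 to 8 false calls each. The changes simulated for edgeR were log2 fold changes of 1 or 2 in either direction, and smaller ones were not simulated. Of the tested genes with a change of 2, 84.7% to 98% were recovered. Recovery at a change of 1 was thus lower than the values above. For enterocytes, fry called 100% of sets of 80 genes shifted by a log2 of 0.5 and 9.5% of unshifted sets (unadjusted p under 0.05). This shift exceeds the mean changes of the mitochondrial ribosome and oxidative phosphorylation sets in enterocytes given below, and smaller shifts were not simulated. The Wilcoxon test recovered 200 of 200 genes in 1200 simulated macrophages. These cells were drawn independently from 1 pooled profile, with changes in well expressed genes only and no differences between mice. The result therefore cannot be set against those of edgeR and does not show how the test behaves when mice differ. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.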

Results

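The data comprise UMI counts of droplet libraries, 1 of the IEC and 1 of the LP fraction of each mouse, with 3 mice per treatment (yMB and iMB) sampled at an age of about 120 weeks. Of the 12 libraries, 11 held 29264005 to 167789175 UMIs each. The LP library of yMB mouse 16 held 111033 UMIs, and 45 of its barcodes passed the filter. It entered no comparison, so that all values for LP cells of yMB mice rest on mice 2 and 3. In total, 130071 barcodes passed the filter, 130026 of them in the 11 libraries compared, with 2833 to 36718 barcodes per library.

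Many of these barcodes resembled empty droplets. Of the barcodes past the filter, 1424 (1.09%) were marked as doublets and removed, and 37008 differed from the empty-droplet profile of their library. Clusters resembling empty droplets held 73.7% of the remaining iMB barcodes (58023) and 28.6% of the yMB barcodes (14236). This share ranged from 19.8% in the IEC library of yMB mouse 3 to 87.5% in the IEC library of iMB mouse 36. A further 2.82% of iMB and 10.4% of yMB barcodes lay in clusters that could not be named. Of the 5166 such yMB barcodes 4400 came from the IEC library of yMB mouse 3 (18.1% of its barcodes), and without this library the yMB share was 3.00% (at most 5.71% per library). Among the 88 clusters analysed within compartments, 71 were given a name and 17 were not, which resulted in 27 classes. Names below stand for clusters like that type, rebuilt from fixed markers. After removal of empty-like clusters, 27705 barcodes were epithelial (5923 iMB and 21782 yMB), 21215 immune (10467 and 10748) and 6915 stromal (3928 and 2987).

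**Figure D1:**
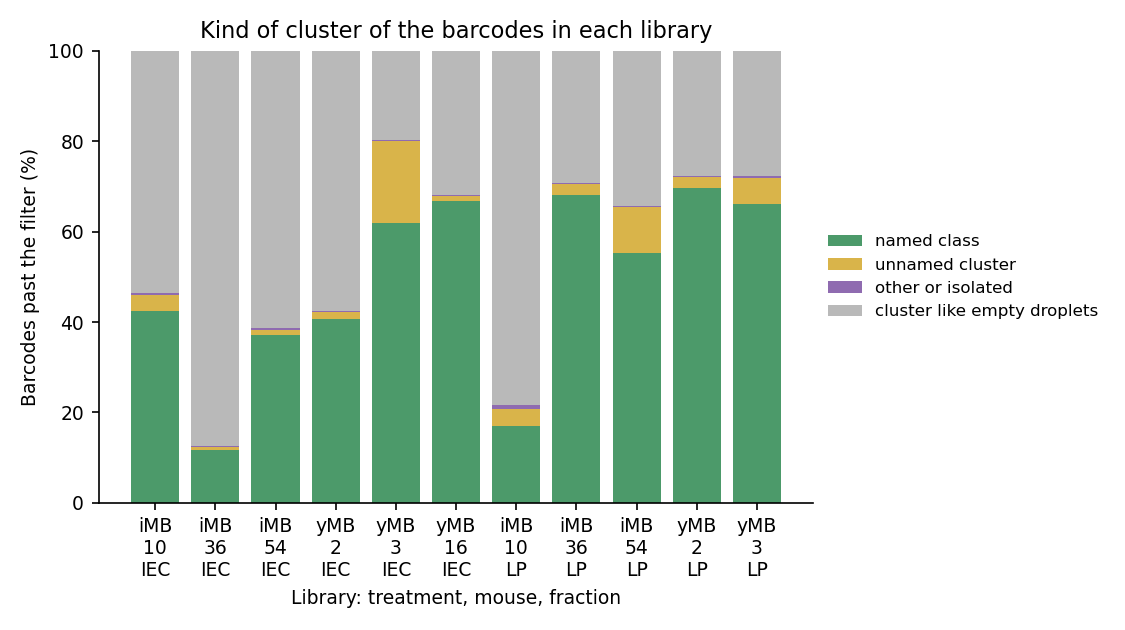
Bars show, for each of the 11 libraries compared (x axis: treatment, mouse and fraction), the percentage of barcodes past the filter (y axis) that lay in named classes, unnamed clusters, other clusters or clusters like empty droplets. The grey share of clusters like empty droplets spans 19.8% to 87.5%.

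Several classes drew a large part of their cells from a single library. The IEC library of yMB mouse 3 gave 7662 of 13157 enterocytes, 2982 of 4166 stem cells and 676 of 883 enteroendocrine cells. The IEC library of yMB mouse 16 gave 186 of 331 tuft cells and 102 of 105 immature enterocytes. The LP library of iMB mouse 10 gave 1688 of 4018 B cells. Shares were therefore computed per mouse, with every mouse weighted equally.

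Whether the transfer changed the cellular composition was tested for 27 classes and 6 compartment shares. No share passed the adjusted threshold by the exact Mann-Whitney test (0 at an unadjusted p under 0.05, smallest adjusted p 0.3), and none could, since the smallest p is 0.1 for 3 against 3 mice and 0.2 for 3 against 2. The exact permutation test of the mean difference gave 0 as well. Paneth cells made up 11.5% ± 2.37 of epithelial cells in iMB and 5.15% ± 2.06 in yMB mice (SD, n = 3 each, exact p = 0.1, adjusted 0.9), lower in every yMB mouse (3.64% to 7.49%) than in any iMB mouse (9.96% to 14.2%). Goblet cells made up 13.8% ± 3.75 and 9.27% ± 2.16 (SD, n = 3, exact p = 0.2). Stem cells (14.2% ± 5.82 and 11.2% ± 5.81) differed by less than the SD of either treatment (n = 3, exact p = 0.7). Enterocytes (43.9% ± 15.9 and 52.5% ± 7.30, SD, n = 3, exact p = 0.7) differed by 8.61 percentage points, less than the SD of iMB but more than that of yMB mice. B cells made up 12.8% ± 11.8 of immune cells in iMB and 14.4% ± 9.46 in yMB mice, and macrophages 12.2% ± 5.57 and 10.4% ± 7.07 (SD, n = 3, exact p = 1.0 for both). The yMB value of mouse 16 in these immune shares comes from 45 immune cells of its IEC library. With 1 fraction per compartment the macrophage share was higher rather than lower in yMB, by 7.30 percentage points.

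Within the IEC libraries, epithelial cells made up 66.5% ± 16.2 in iMB and 82.5% ± 16.4 in yMB mice (SD, n = 3, exact p = 0.4). Immune cells made up 30.3% ± 17.8 and 16.2% ± 16.1 (exact p = 0.4), and stromal cells 3.12% ± 1.86 and 1.24% ± 0.294 (SD, n = 3, exact p = 0.1, adjusted 0.3). Within the LP libraries, epithelial cells made up 14.5% ± 9.57 in 3 iMB and 7.07% ± 0.295 in 2 yMB mice (SD, exact p = 0.2). The difference of -7.48 percentage points rested largely on iMB mouse 54 (25.6%), without which it was -1.95. Immune cells made up 52.4% ± 19.8 and 67.4% ± 1.37 of LP cells, and stromal cells 33.1% ± 11.8 and 25.5% ± 1.66 (exact p = 0.8 for both).

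**Figure D2:**
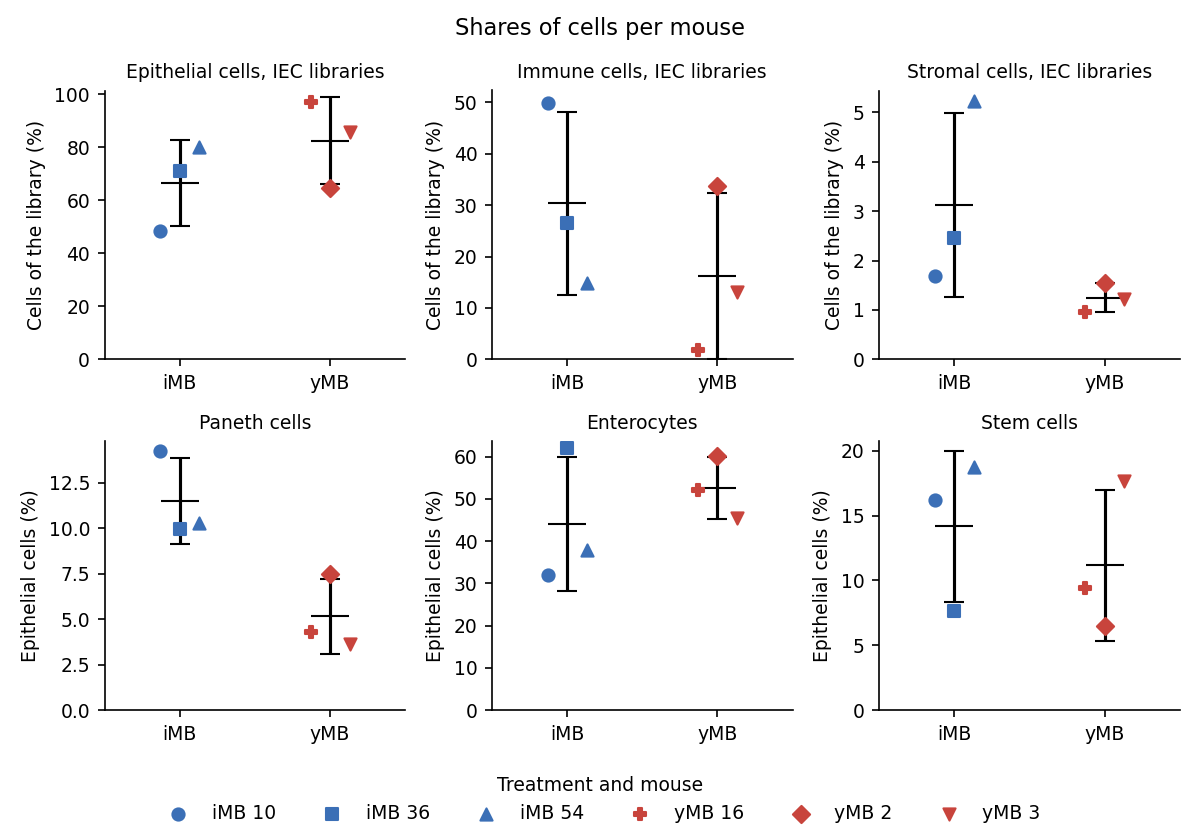
Points show the share of cells per mouse in percent (y axis) in iMB and yMB (x axis), with the compartments of IEC libraries in the upper panels and Paneth cells, enterocytes and stem cells among epithelial cells in the lower panels, and horizontal lines are means and bars are SD (n = 3 each). The Paneth cell shares of yMB mice, 3.64% to 7.49%, lie below those of iMB mice, 9.96% to 14.2%.

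To determine which genes differed between yMB and iMB within a cell type, 23 classes were tested, 7 of them with 3 against 3 mice, 12 with 3 iMB against 2 yMB mice and 4 with 2 against 2. In 21 classes edgeR called 0 genes changed at an adjusted p under 0.05, with 92 to 1546 genes at an unadjusted p under 0.05. These included enterocytes (875 of 9522 tested genes unadjusted, DESeq2 called 13), stem cells (1546 of 9801, DESeq2 20), goblet cells (1265 of 6798, DESeq2 18), transit amplifying (TA) cells (141 of 6296, DESeq2 0) and macrophages (484 of 10410, DESeq2 3). In B cells 116 of 10564 tested genes were changed, 1 higher and 115 lower in yMB (685 unadjusted, DESeq2 33). In Treg cells 39 of 6554 genes were changed, 13 higher and 26 lower (645 unadjusted, DESeq2 19).

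Both counts depended on single mice. Without iMB mouse 10 the count in B cells was 48, of which 33 were among the 116. Without yMB mouse 3 the count in Treg cells was 2, and without iMB mouse 36 it was 161. The widest move of a count was in goblet cells, from 0 to 2252 without yMB mouse 2. A Wilcoxon test that treats each cell as a replicate called genes in 22 of the 23 classes, 2182 in stem cells, 904 in goblet cells, 805 in enterocytes, 657 in macrophages and 525 in B cells. In B cells 292 of these genes were higher and 233 lower in yMB, unlike the 1 and 115 of edgeR. After thinning of each B cell to 1000 UMIs the Wilcoxon test called 98 higher and 149 lower. In macrophages 90.7% of the genes it called were lower in yMB, whereas after such thinning 101 genes were called and 53.5% of them were lower. Between mice of the same treatment the same test called 18 to 163 genes in macrophages (4 pairs of mice) and 507 to 1162 in enterocytes (6 pairs).

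**Figure D3:**
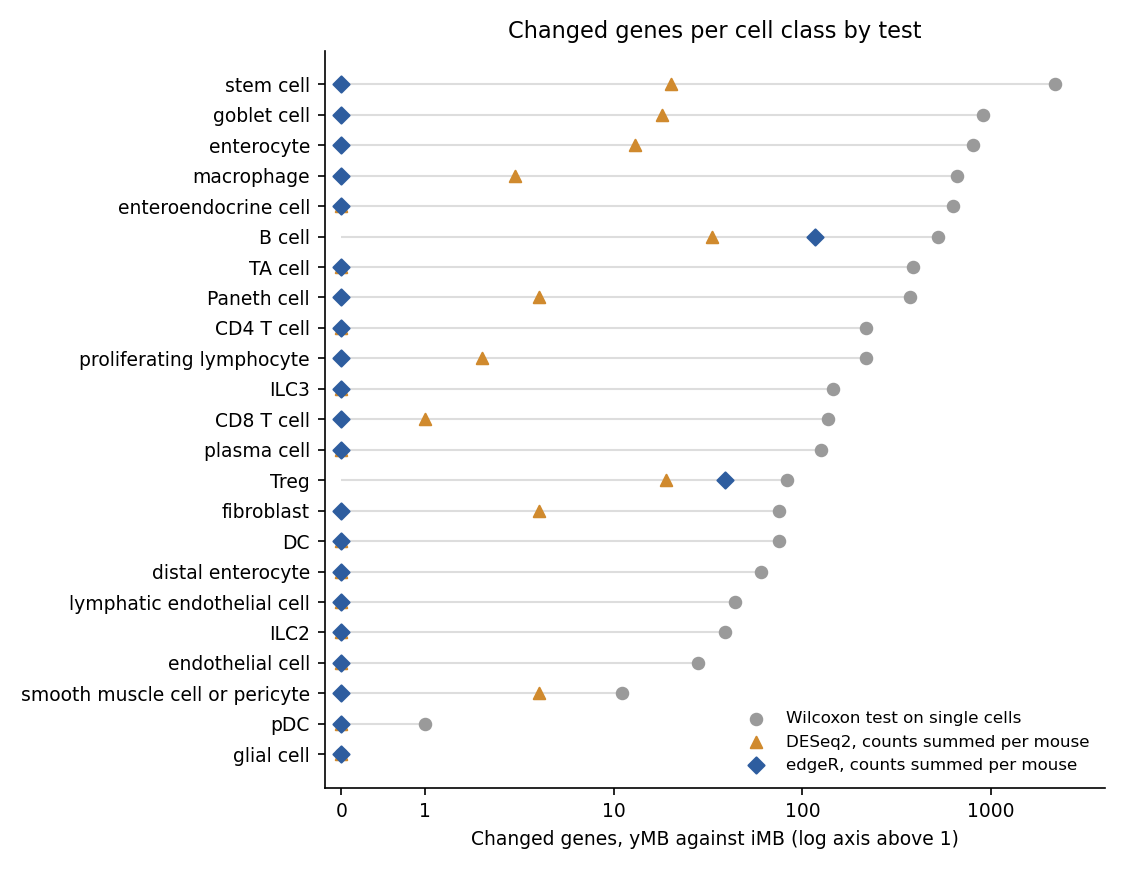
Points show the number of changed genes in yMB against iMB (x axis, log scale above 1) in each of the 23 classes (y axis) by edgeR and DESeq2 on counts summed per mouse and by a Wilcoxon test on single cells. The edgeR points lie at 0 except in B cells (116) and Treg cells (39), while the Wilcoxon points reach 2182 in stem cells.

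Of the changed genes, 60 in B cells (1 higher, 59 lower) and 39 in Treg cells (13 higher, 26 lower) met the naming rule. In B cells Hist1h1c (ENSMUSG00000036181, chromosome 13, 23738808 to 23740367, protein coding) rose from 100 ± 35.0 CPM in 3 iMB to 241 ± 51.4 CPM in 2 yMB mice (SD, log2 fold change 1.13, SE 0.24, edgeR adjusted p 0.0265). It passed the threshold in 14 of 18 alternatives (adjusted p 2.55e-05 to 0.263), not without iMB mouse 10, iMB mouse 36 or yMB mouse 3 (log2 fold change 1.22, 1.16 or 0.92), not with finer clustering (1.08), and not after subtraction of free RNA. Among the genes that met the naming rule, the largest falls in B cells were of 3 alpha-defensin genes of Paneth cells on chromosome 8. Defa20 (ENSMUSG00000095066, 21509258 to 21510237) fell from 345 ± 461 to 16.8 ± 2.86 CPM (SD, n = 3 and 2, log2 fold change -4.49, SE 0.80, edgeR adjusted p 0.00800; 1.43e-57 to 0.293 over 18 alternatives). Its highest value, 876 CPM, was that of iMB mouse 10, without which the log2 fold change was -2.05. Defa22 (ENSMUSG00000074443, 21162277 to 21163249) and Defa21 (ENSMUSG00000074447, 21025545 to 21026516) fell with log2 fold changes of -4.03 (SE 0.76, edgeR adjusted p 0.0121) and -3.97 (SE 0.83, adjusted p 0.0257). Both no longer passed without iMB mouse 10 (-1.60 and -1.40) or with finer clustering (edgeR adjusted p 0.0524 and 0.0858). With DESeq2 none of the 3 passed (adjusted p 0.293, 0.519 and 0.941 for Defa20, Defa22 and Defa21). Defensin genes are near-identical copies whose reads the counting can split, so values of single members are uncertain.

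In Treg cells (2 against 2 mice) the largest rises under the same rule were of D8Ertd82e, Fam43a and Fam101b. D8Ertd82e (ENSMUSG00000050271, chromosome 8, 36094828 to 36147787) rose from 7.28 ± 1.04 to 42.1 ± 1.74 CPM (SD, n = 2, log2 fold change 2.49, SE 0.48, edgeR adjusted p 0.0278). Fam43a (ENSMUSG00000046546, chromosome 16, 30599723 to 30602797) rose from 12.6 ± 0.751 to 60.3 ± 0.759 CPM (SD, n = 2, log2 fold change 2.25, SE 0.37, edgeR adjusted p 0.0140). Fam101b (ENSMUSG00000020846, chromosome 11, 76019194 to 76027782) rose from 33.7 ± 7.93 to 114 ± 5.49 CPM (SD, n = 2, log2 fold change 1.76, SE 0.29, edgeR adjusted p 0.0140). None of these rises passed the threshold without yMB mouse 2 or 3 (log2 fold change 2.54 or 2.46 for D8Ertd82e, 2.24 or 2.27 for Fam43a, 1.81 or 1.72 for Fam101b), where the remaining yMB mouse is assumed to vary like the iMB mice. None passed with 1 fraction per compartment either (edgeR adjusted p 0.0730, 0.0637 and 0.0514). D8Ertd82e also failed with a maximum of 5000 UMIs (edgeR adjusted p 0.327, 0.000171 to 0.327 over 14 alternatives), and DESeq2 gave no adjusted p for it. Fam43a also failed with DESeq2 (adjusted p 0.0982, 1.17e-05 to 0.154 over 14 alternatives) and Fam101b in thinned cells (edgeR adjusted p 0.361, 6.02e-06 to 0.361 over 16 alternatives). The largest falls were again of Defa20, Defa22 and Defa21 (log2 fold changes -4.27, -4.11 and -3.92, edgeR adjusted p 0.0140, 0.0172 and 0.0231), with 551 CPM of Defa20 in iMB mouse 10 and 63.3 CPM in iMB mouse 36 against 12.4 and 20.9 CPM in yMB mice 2 and 3. Without iMB mouse 10 these changes were -1.99, -1.91 and -1.33, and Defa22 and Defa21 no longer passed. None of the 3 passed without yMB mouse 2 (-3.86, -4.15 and -3.97) or yMB mouse 3 (-4.61, -4.07 and -3.86), and none passed with DESeq2 (adjusted p 0.217, 0.222 and 0.403). Defa20 also failed with 1 fraction per compartment (edgeR adjusted p 0.0816). With finer clustering the named Treg genes were not among the genes tested.

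**Figure D4:**
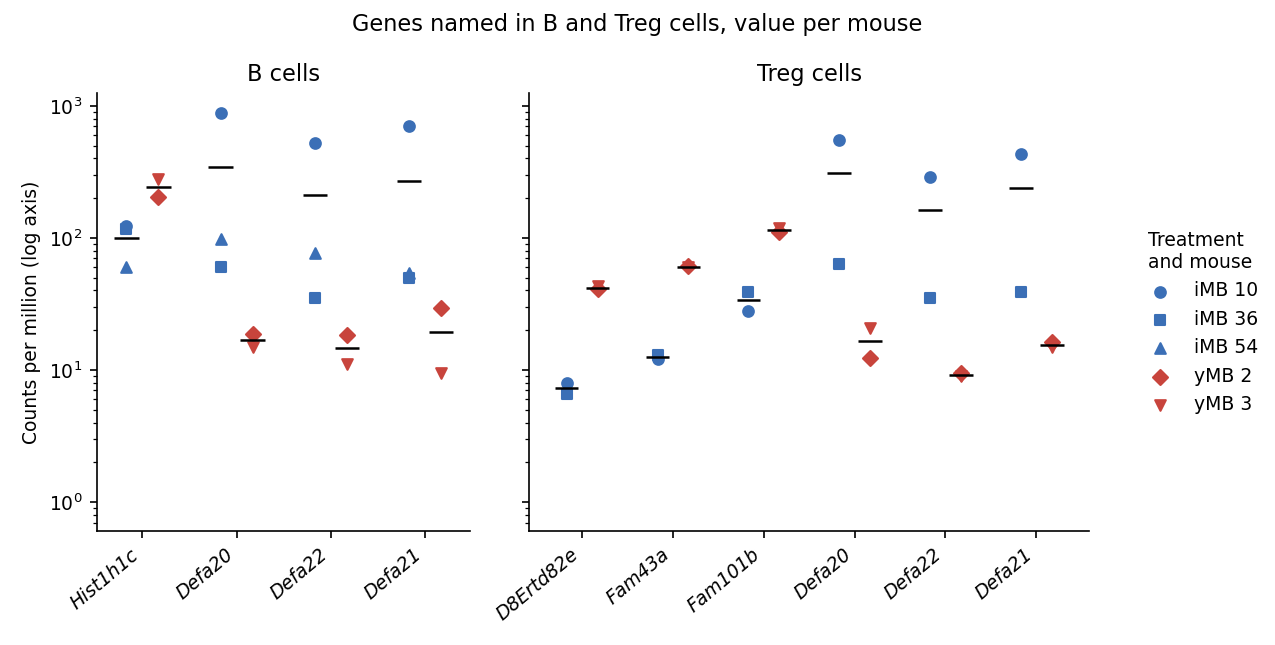
Points show the value per mouse in CPM (y axis, log scale) of the named genes (x axis) in B cells (left) and Treg cells (right), with horizontal lines at the mean of each treatment. In both classes the highest defensin values are those of iMB mouse 10, with Defa20 at 876 in B cells.

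Genes that the study names for a cell type were tested as fixed lists; because the study chose them on these samples, adjustment over a list alone is no independent evidence. Each list holds genes given as lower and genes given as higher in yMB, and the parts were separated after their values had been seen. In enterocytes all 5 genes listed as lower (median log2 fold change 0.41) and both listed as higher (median 0.13) were higher in yMB, and 0 passed over all genes or adjusted over the list alone (1 at an unadjusted p under 0.05, Ccl25 at 0.76). With the ribosomal minimum 4 of the 5 listed as lower were lower (median -0.11). In TA cells all 3 genes listed as lower were lower (median -0.37), and of the 3 listed as higher 1 was higher and 2 were lower (median -0.10), with 0 passing either way (0 unadjusted). With a maximum of 5000 UMIs or thinned cells the 3 listed as higher were all higher (median 0.078 and 0.063), and those listed as lower could not be tested. In macrophages 10 of 11 genes listed as lower were lower (median -0.27) and 3 of 3 listed as higher were higher (median 0.089), with 0 passing either way (2 unadjusted, Atg2a at -0.49 and Fcer1g at 0.36). Of 8 genes listed for enteroendocrine cells 5 could be tested, of which 1 listed as lower was lower (-0.31) and 4 listed as higher were higher (median 1.74). None passed over all genes, and 2 passed adjusted over the list alone by edgeR, Apoa1 (log2 fold change 1.98, SE 0.56, adjusted over the list 0.0153) and Apoa4 (2.27, SE 0.75, 0.0212). DESeq2 passed 1 of them. The list count was 0 without iMB mouse 10 or 54 and 4 without yMB mouse 16. Apoa1 and Apoa4 were also higher in Paneth cells (1.62 and 1.86, edgeR adjusted p 0.457 and 0.472) and goblet cells (1.09 and 1.11, edgeR adjusted p 0.285 and 0.309), where neither passed, and after subtraction of free RNA neither passed over the list (0.0988 for both). Immature enterocytes came almost entirely from 1 library, and their list was not tested.

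Of 7 gene sets, 27 pairs of set and class could be tested, 10 with a higher and 17 with a lower mean in yMB. None passed with fry (0 of 27, 2 at an unadjusted p under 0.05, smallest adjusted p 0.0729), and none passed in the exact Mann-Whitney test of set scores. Camera with its preset correlation called 13 pairs, of which 0 held under fry. The smallest p belonged to nuclear encoded oxidative phosphorylation genes in TA cells (80 genes, mean log2 fold change -0.17, limma fry adjusted p 0.0729), which passed with camera and, under fry, only among barcodes unlike empty droplets (-0.15, limma fry adjusted p 0.00313). In enterocytes the mitochondrial ribosome set rose by 0.32 (76 genes, unadjusted p = 0.0499 by limma fry, adjusted 0.455) and oxidative phosphorylation by 0.22 (82 genes, adjusted 0.621). The autophagy set was at -0.28 (17 genes, adjusted 0.455). MHC class II was at -0.78 (7 genes, adjusted 0.750), but at 0.18 without yMB mouse 3. The mesenchymal set of 7 genes had a mean of -0.04 and a median of -0.17 in enterocytes (adjusted 0.810). In stem cells the mesenchymal mean did not pass either, but stayed lower in yMB without any single mouse (-0.36 to -0.17). In macrophages the inflammatory set was at -0.20 (9 genes), autophagy at -0.06 (18 genes) and MHC class II at 0.0037 (7 genes), with adjusted p of 0.750, 0.750 and 0.824 by limma fry. The inflammatory set was at -0.61 in Treg cells (5 genes, adjusted 0.455), and its mean was -0.52 and its median -0.12 in B cells (9 genes, adjusted 0.455), where the mean was 0.016 without iMB mouse 10. Cytoplasmic ribosome genes were at 0.46 in enterocytes (92 genes, adjusted 0.455), but at -0.13 with the ribosomal minimum (89 genes, limma fry adjusted p 0.597). That minimum selects cells on ribosomal protein UMIs, which this set itself measures, so that the fall is no independent check of the rise.

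To check what the fractions hold, IEC libraries (n = 6) were compared with LP libraries (n = 5). Of 15229 genes 8886 were changed, 4343 higher and 4543 lower in IEC. Leaving out single mice moved it most, to between 7295 and 9110, and DESeq2 called 9759. All marker genes of cell types were left out before the largest changes below were picked, so that these are not the largest of all genes. The largest rises among genes with the same direction in all 5 mice with both libraries were of Clca4a (ENSMUSG00000068547, chromosome 3, 144952480 to 144975045), from 0.515 ± 0.785 to 247 ± 114 CPM (SD, log2 fold change 9.42, SE 0.82, edgeR adjusted p 1.06e-05), and of 2010109I03Rik (7.32), Gm156 (6.94), Ada (6.20) and S100g (5.78). The largest falls were of Sfrp1 (ENSMUSG00000031548, chromosome 8, 23411502 to 23449632), from 254 ± 104 to 0.657 ± 0.648 CPM (SD, log2 fold change -8.51, SE 0.61, edgeR adjusted p 3.88e-06), and of Ccl11 (-7.82), Mgp (-7.58), Flt1 (-7.57) and Sdpr (-7.41). Whether the difference between the fractions depended on treatment was tested as an interaction. The edgeR test called 0 of 15649 genes (1209 at an unadjusted p under 0.05), and no other tool was run for it. With the mouse as a block, in the 10 libraries of the 5 mice with both fractions, it called 0 as well (1079 at an unadjusted p under 0.05).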

Values the study reported

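The study reported 53,658 cells from yMB and iMB mice, on average 8943 per mouse. It assigned 27,412 of them to the epithelial, 19,449 to the immune and 6797 to the stromal compartment. For macrophages it gave around 500 genes higher and 2900 genes lower in yMB, from a test on single cells, and for B cells and CD8 T cells about 500 changed genes. Proportions of cell types were stated not to differ significantly between the treatments.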

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

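The test of pancreatic acinar genes was chosen after the cluster and its libraries had been seen, as was its list of genes; the test of the barcode list was chosen before its result was seen.

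The LP library of yMB mouse 16 drew attention because it holds a signal of 111033 UMIs that no comparison used, against 29264005 UMIs or more in each of the other libraries. It spreads over 12760 barcodes with at least 1 UMI, and 45 of them passed the filter. Its file lists 737280 possible barcodes, whereas the other files list 6794880. Only 77142 barcodes (10.5% of its list) occur in both lists, yet 81.5% of its UMIs lie on these. A candidate explanation is that its reads came from the same chemistry as the other libraries and were read against the barcode list of another 10x chemistry, so that most barcodes were discarded; the value of 81.5% is what this predicts, and a barcode list that suited the library would place about as many UMIs on the shared barcodes as their share of the list. The methods of the study describe a sequencing pool that did not hold every library, without naming the exception, so that a separate run stays open too. A true lack of LP cells in this mouse was not tested and cannot be read from this library.

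An unnamed cluster of 517 barcodes was led by genes of pancreatic acinar cells (Ctrb1, Prss2, Cela2a, Cela3b, Clps) and was used in no comparison. Of these barcodes, 245 came from the LP library of yMB mouse 3 and 209 from the LP library of iMB mouse 54, while each other library compared held 2 to 14. A list of 12 acinar genes took 1.60% of the UMIs of empty droplets in the LP library of iMB mouse 54 and 0.481% in that of yMB mouse 3, against 0.0456% to 0.0589% in the other 3 LP libraries compared and 0.0380% to 0.0776% in the IEC libraries. The share of yMB mouse 3 exceeded the highest of these other LP libraries 8.17-fold. The LP library of yMB mouse 16, left out of this ratio for its few UMIs, had 0.378% and no barcode in the cluster. The excess in empty droplets argues for free RNA from pancreas tissue that may have been taken along with the intestine, and 17.4% of the barcodes of the cluster were unlike empty droplets. A biological difference between yMB and iMB was not tested.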

How the results depend on the processing

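The limit of 20% for empty-like clusters, the restriction to barcodes unlike empty droplets and the alternatives of the interaction, its block by mouse included, were chosen after seeing the data; the others were fixed before the data were examined. For each change given here, the cause was not tested except where it is named. The library with few UMIs and the number of mice limit what depth can show: a class was tested from 20 cells per mouse, and of 200 simulated changed genes 58% were recovered in Treg cells, 63% in B cells, 63% in enterocytes, 54.5% in stem cells, 72% in macrophages and 50.5% for IEC against LP.

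Of 313 counts of changed genes per class under alternatives that keep all mice, 236 stayed within 1.5 times the reported count and 77 did not. The Wilcoxon test on single cells, in which cells take the place of mice, called 525 genes in B cells, 218 in CD4 T cells, 136 in CD8 T cells, 75 in DC, 39 in type 2 innate lymphoid cells (ILC2), 145 in ILC3, 370 in Paneth cells, 385 in TA cells, 83 in Treg cells, 60 in distal enterocytes, 28 in endothelial cells, 805 in enterocytes, 630 in enteroendocrine cells, 75 in fibroblasts, 44 in lymphatic endothelial cells, 904 in goblet cells, 657 in macrophages, 1 in plasmacytoid DC (pDC), 126 in plasma cells, 216 in proliferating lymphocytes, 11 in smooth muscle cells or pericytes and 2182 in stem cells. With no filter on low counts edgeR called 280 genes in B cells, 85 in CD4 T cells, 56 in CD8 T cells, 45 in DC, 69 in ILC2, 49 in ILC3, 127 in Paneth cells, 56 in TA cells, 178 in Treg cells, 30 in distal enterocytes, 44 in endothelial cells, 265 in enterocytes, 65 in enteroendocrine cells, 5 in fibroblasts, 25 in glial cells, 627 in goblet cells, 109 in lymphatic endothelial cells, 180 in macrophages, 16 in pDC, 70 in plasma cells, 133 in proliferating lymphocytes, 74 in smooth muscle cells or pericytes and 282 in stem cells.

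DESeq2 called 33 genes in B cells, 1 in CD8 T cells, 4 in Paneth cells, 19 in Treg cells, 13 in enterocytes, 4 in fibroblasts, 18 in goblet cells, 3 in macrophages, 2 in proliferating lymphocytes, 4 in smooth muscle cells or pericytes and 20 in stem cells; all 33 in B cells and 18 of the 19 in Treg cells were also called by edgeR. With cells thinned to 1000 UMIs the counts were 2 in DC, 4 in ILC2, 18 in Treg cells, 2 in enteroendocrine cells, 1 in glial cells and 7 in macrophages. A maximum of 5000 UMIs gave 1 in CD8 T cells, 12 in Treg cells, 16 in macrophages and 14 in smooth muscle cells or pericytes. Finer clustering gave 72 in B cells, 1 in CD4 T cells and 0 in Treg cells; 68 of the 116 B cell genes and 0 of the 39 Treg genes remained called, and 7 of the Treg genes changed sign. With 1 fraction per compartment the counts were 49 in B cells (41 of the 116) and 5 in Treg cells (5 of the 39). The ribosomal minimum gave 115 in goblet cells, kept doublets 4 in fibroblasts, the 10% mitochondrial limit 1 in Paneth cells and 1 in smooth muscle cells or pericytes, and the restriction to barcodes unlike empty droplets 10 in Paneth cells and 1 in enteroendocrine cells. A minimum of 500 UMIs, RLE size factors and the 20% limit moved none of the counts by over 1.5 times.

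Leaving out each mouse in turn gave 48 to 157 changed genes in B cells, 2 to 161 in Treg cells, 2 to 68 in ILC2, 0 to 19 in ILC3, 4 to 18 in pDC, 0 to 2252 in goblet cells (2252 without yMB mouse 2), 0 to 11 in stem cells, 0 to 7 in enteroendocrine cells, 0 to 4 in CD4 T cells and in proliferating lymphocytes, 0 to 3 in plasma cells and in smooth muscle cells or pericytes, 0 to 2 in CD8 T cells and in DC, and 0 to 1 in Paneth cells, endothelial cells and macrophages. It gave 0 throughout in enterocytes, distal enterocytes, TA cells, fibroblasts, glial cells and lymphatic endothelial cells. Where a treatment was left with 1 mouse, that mouse was assumed to vary like those of the other treatment. Of the 116 B cell genes 33 remained without iMB mouse 10, and of the 39 Treg genes 2 remained without yMB mouse 2 and 1 without yMB mouse 3.

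Among the lists of genes named by the study, the count adjusted over the list alone in enteroendocrine cells went from 2 to 0 with a minimum of 500 UMIs, a maximum of 5000 UMIs, the 10% mitochondrial limit and 1 fraction per compartment, and to 1 with DESeq2; over all genes it went from 0 to 1 with no filter on low counts. Without single mice the count over the list ranged from 0 to 4. In enterocytes the count over the list ranged from 0 to 1 without single mice. The other 96 of 102 values stayed within 1.5 times the reported count. The lists were also parted into genes given as lower and as higher by the study, which was done after the values were seen. The part of 5 enterocyte genes listed as lower had a median of -0.11 with the ribosomal minimum, against 0.41 as reported, and was above 0 in the other settings. The 3 TA genes listed as higher had medians of 0.078 with a maximum of 5000 UMIs, 0.063 in thinned cells and 0.036 without iMB mouse 36, against -0.10 as reported for the same 3 genes. The 2 enterocyte genes listed as higher had a median of -0.019 without iMB mouse 10, and the 1 enteroendocrine gene listed as lower was at 0.15 without iMB mouse 36. No other part changed the sign of its median. The number of macrophage genes with their listed direction, 13 of 14 as reported, was 7 of 10 with a maximum of 5000 UMIs and ranged from 9 to 13 without single mice.

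Not every setting could test all 27 pairs of gene set and class. Thinned cells left 16 of them, a maximum of 5000 UMIs 18, 1 fraction per compartment 23, and finer clustering, the ribosomal minimum and the 10% mitochondrial limit 25 each. Among the pairs tested, none passed under 12 other settings that keep all mice, nor without any single mouse (0 to 0), where 11 to 27 of the pairs were tested; the 11 were those without yMB mouse 16, which entered no test of the immune classes. Among these settings the exact Mann-Whitney test of scores could not have passed with so few mice. Camera with its preset correlation called 13 pairs, of which 0 held under fry, and the restriction to barcodes unlike empty droplets called 1. Under camera the sets in enterocytes that passed included mitochondrial ribosome (0.32), oxidative phosphorylation (0.22), autophagy (-0.28) and MHC class II (-0.78). Oxidative phosphorylation in TA cells passed as well (-0.17). MHC class II in enterocytes was at 0.18 without yMB mouse 3 and stayed lower in yMB without each other mouse. It is not among the 8 effects counted next. Of 107 values of 8 set effects in enterocytes, stem cells, TA cells and macrophages, 6 turned direction under alternatives that keep all mice and 4 of 46 without single mice. In enterocytes, the ribosomal minimum gave -0.0317 for mitochondrial ribosome and -0.0498 for oxidative phosphorylation. The cytoplasmic ribosome set in enterocytes, which is not among these 8, went from 0.46 to -0.13 with the ribosomal minimum and to 0.10 with a maximum of 5000 UMIs. The ribosomal minimum filters cells on the UMIs that this set counts, so that the first value is no independent check. The mesenchymal mean in enterocytes, near 0 as reported, was 0.0514 with a maximum of 5000 UMIs, 0.0048 with 1 fraction per compartment and 0.044 with no filter, and ranged from -0.0792 to 0.19 without single mice. In macrophages autophagy ranged from -0.13 to 0.0366 (0.0366 without yMB mouse 3) and the inflammatory set from -0.39 to 0.16 (0.16 without yMB mouse 3), and the latter was 0.0139 with no filter.

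No share passed a test under any alternative, which the number of mice rules out. Directions of 11 among 106 shares turned under alternatives that keep all mice. The difference in goblet cell share (yMB minus iMB, percentage points) was 1.48 with finer clustering, 1.11 with the 20% limit, which leaves out the goblet cell cluster near the limit, and 2.39 for barcodes unlike empty droplets. The enterocyte share was -1.47 with 1 fraction per compartment and -0.23 for barcodes unlike empty droplets. The stem cell share was 3.13 with a maximum of 5000 UMIs, 0.34 with the 10% mitochondrial limit and 5.73 with 1 fraction, and the macrophage share 1.04 with the 10% mitochondrial limit, 0.0943 with the ribosomal minimum and 7.30 with 1 fraction. Without single mice the B cell share ranged from -2.88 to 8.36 and the macrophage share from -3.99 to 2.23, each crossing 0. Without single mice the epithelial share differed by 6.99 to 24.9 in IEC and by -10.4 to -1.95 in LP libraries, and the immune share by 4.79 to 24.5 in LP libraries. The Paneth cell share stayed lower in yMB throughout, at -7.52 to -4.98 without single mice. Depth differed, however, with a median of 795 UMIs in iMB and 2423 in yMB Paneth cells. Empty-like clusters found within compartments held 511 and 522, so that the iMB Paneth cells lay nearer to them. How far this affects the share is not known.

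For the named genes of yMB against iMB, 97 of 113 values under alternatives that keep all mice stayed past the threshold and 16 did not. Without single mice 25 of 44 stayed past it and 19 did not. For the named genes of IEC against LP, 20 of 20 and 60 of 60 stayed past it. None of these values changed sign.

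For IEC against LP, the mouse as a block gave 9217 changed genes, 8297 of them among the 8886 called without it, and 8306 of the 8886 had the same direction in every mouse. For the interaction of fraction and treatment the block, in 10 libraries of 5 mice, gave 0 genes (1079 at an unadjusted p under 0.05), against 0 without it. The block was fitted for these comparisons only; in the counts summed per mouse and in the shares each mouse enters once. No filter gave 9699, RLE size factors 8913, DESeq2 9759 and leaving out each mouse 7295 to 9110. The interaction of fraction and treatment stayed at 0 called genes with no filter, RLE size factors and without any single mouse (252 to 2743 at an unadjusted p under 0.05). Every alternative fixed beforehand was run, but some gave no value for classes left with too few cells or genes, namely pDC (a maximum of 5000 UMIs, the 10% mitochondrial limit, thinned cells, 1 fraction per compartment, barcodes unlike empty droplets), CD8 T cells (1 fraction), ILC2 (a maximum of 5000 UMIs), enteroendocrine and glial cells (the ribosomal minimum). Of the gene sets, at least 1 of these settings or finer clustering gave no value for the inflammatory set in plasma cells, Treg cells, CD4 and CD8 T cells, DC, ILC2 and ILC3, for MHC class II and autophagy in TA cells, for cytoplasmic ribosome in CD8 T cells and for the mesenchymal set in enterocytes and stem cells.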

Other observations

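The test of hemoglobin was chosen after its result was seen. The limits by which few (under 10%) or most (over 50%) genes count as kept after subtraction, and the ratio of 3 that counts as far above 1, were set after the values were seen, and the lower limit was tightened once, which left the lower genes of Treg cells open. The other tests below were chosen after the pattern they address but before the values they rest on were seen, including that of Apoa1 and Apoa4.

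Free RNA from epithelial cells is a candidate explanation for the genes lower in yMB B cells. In the LP library of iMB mouse 10 free RNA made up an estimated 25.2% of the UMIs of B cells, against 2.79% to 6.45% in the other LP libraries. In the IEC libraries, which enter the same sums, it was 12.8%, 15.7% and 15.4% in iMB mice 10, 36 and 54. It was 10.4% and 5.23% in yMB mice 2 and 3, while mouse 16 (19.1%, 2 cells) entered no B cell test. Without iMB mouse 10, 33 of the 116 changed genes were still called, so that this mouse alone does not account for all calls. The mix of fractions in the sums also differed between mice. In iMB mice 36 and 54 the IEC libraries gave 841746 and 95994 B cell UMIs and the LP libraries 582137 and 86053. In yMB mice 2 and 3 the IEC libraries gave 252458 and 71133 and the LP libraries 4959866 and 4611266. In iMB mouse 10 they gave 540876 and 5945477. With LP libraries only, 49 genes were called, 41 of them among the 116, so this mix may account for part of the calls. Of 107 lower genes that were not used for the estimate of free RNA, 94.4% were also lower in the empty droplets of yMB than of iMB LP libraries (median log2 difference -0.26), against 46.9% of all tested genes (median 0.015). After subtraction of the empty-droplet profile 1 of the 107 genes was still called, Defa20, itself a Paneth cell gene. The subtraction also made calls of its own, since Lyz2 then appeared at a log2 fold change of 8.42 (edgeR adjusted p 0.0126). The loss of calls alone is therefore weak evidence. In B cells the lower genes had log2 fold changes from -4.49 (Defa20) to -1.16 (Bpnt1). The median difference of -0.26 in the empty droplets shares their direction but falls short of that size. If free RNA is the source, differences in its amount or in the mix of fractions would have to add to it. A change of B cells themselves by treatment was not excluded for single genes.

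In Treg cells the same explanation was not settled. Of 22 lower genes not used for the estimate, 77.3% were also lower in yMB empty droplets (median -0.12), against 45.4% of all tested genes, and 5 were still called after subtraction (Vim, S100a4, Nkg7, Gzmb and Lgals1). Of 13 higher genes, 76.9% were higher in yMB empty droplets (median 0.28), and 5 were still called (Dennd2d, Tcf7, Fam101b, Fam43a and H2-Aa), with log2 fold changes of 1.49, 1.65, 1.76, 2.27 and 5.33, against 1.54, 1.72, 1.76, 2.25 and 1.57 before it. The 5.33 of H2-Aa was thus enlarged by the subtraction itself. These names were chosen after their values were seen. Free RNA could account for the other genes and cannot be told apart from a change within Treg cells for either direction, because the comparison rests on 2 mice per treatment and 0 of the 39 genes stayed called under finer clustering, in which not all of them were tested. A shift between kinds of T cells within the cluster stays open as well; Gzmb and Nkg7 are markers of CD8 T cells in the list used for naming.

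The counts of the Wilcoxon test on single cells may reflect differences between individual mice. In enterocytes, pairs of mice of the same treatment gave up to 1162 called genes, and 3 of the 6 pairs gave more than the 805 of yMB against iMB. In macrophages the highest count between mice of the same treatment was 163 of 4 pairs, against 657 for yMB against iMB, a value between the outcomes set for and against this explanation, so that it stays open. The lower direction of macrophage genes is in line with a difference in depth, since yMB macrophages held a median of 2001 UMIs and iMB macrophages 3285. After thinning to 1000 UMIs, 53.5% of the called genes were lower in yMB, against 91.6% of 656 genes in the same cells before thinning. The edgeR test on sums per mouse called 6 genes lower and 1 higher in thinned macrophages. With a maximum of 5000 UMIs it called 15 lower and 1 higher. These few genes leave open whether depth accounts for the whole direction. Why depth differed was not tested, and a lower RNA content of yMB macrophages remains possible.

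The Wilcoxon test here called 596 genes lower and 61 higher in yMB macrophages. Both are lower than the values quoted from the study above. In CD8 T cells it called 136 genes. That is lower than the value quoted from the study above. The barcodes past the filter numbered 130071. That is higher than the number of cells quoted from the study above. After removal of empty-like clusters 55835 barcodes remained in the epithelial, immune and stromal compartments. That is close to the quoted number of cells. In B cells the Wilcoxon test called 525 genes. That is close to the quoted value. The classes were rebuilt from fixed markers on clusters of this re-analysis, so that such differences can come from the names and from the empty-like barcodes.

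Hemoglobin transcripts took 0.598% of the UMIs of epithelial cells in the IEC library of yMB mouse 3, and 0.677% of those of its empty droplets. An equal share had been written as the outcome for free RNA from lysed erythrocytes, which would hold only for barcodes made almost wholly of free RNA, so that the near equality does not support this explanation. Free RNA in the enteroendocrine cells of this library was estimated at 16.7% of their UMIs, at which the empty droplets would bring a far smaller share, and this argues against free RNA as the whole source. It was not excluded, because the estimate covers 1 class only, and a mixture of erythroid transcripts within cells could not be told apart from it. In the IEC library of iMB mouse 36 the share was higher in epithelial cells (0.534%) than in empty droplets (0.329%), and in that of yMB mouse 16 it was 0.0001% against 0.308%, so that neither followed its empty droplets. Over all other IEC libraries hemoglobin took 0.0001% to 0.534% of epithelial UMIs and 0.298% to 0.416% of those of empty droplets.

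The rise of Apoa1 and Apoa4 in yMB enteroendocrine cells could stem from free RNA of enterocytes. Both genes were also higher in Paneth and goblet cells (median log2 fold change 1.36), which would argue for it, but none of these values passed (edgeR adjusted p 0.457 and 0.472 in Paneth cells, 0.285 and 0.309 in goblet cells), so that this is weak evidence. After subtraction neither passed over the list (0.0988), but the subtraction also enlarged both fold changes (2.82 and 2.71, against 1.98 and 2.27 before), as it did for other genes, so that values after it are weak evidence either way. In the empty droplets of IEC libraries Apoa1 took 0.264%, 0.287% and 0.414% of UMIs in yMB mice 2, 3 and 16, against 0.287%, 0.288% and 0.299% in iMB mice 10, 36 and 54. Apoa4 took 0.0938%, 0.109% and 0.169% in these yMB mice, against 0.0757%, 0.115% and 0.106% in these iMB mice. For both genes only mouse 16 exceeded every iMB mouse, while for Apoa4 mice 2 and 3 lay within the range of iMB mice. Without mouse 16, 4 genes of the list passed and Apoa4 was at 2.71, which argues against free RNA. In the enteroendocrine cells of IEC libraries free RNA was estimated at 11.1%, 16.7% and 28.8% of UMIs in yMB mice 2, 3 and 16 and at 10.8%, 17.9% and 12.6% in iMB mice 10, 36 and 54, from few cells in most libraries. Since these values point both ways, free RNA and a change within the cells cannot be told apart here.

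Other splits of the mice were tested for the classes with 3 against 3 mice. The real split of the 6 mice gave 0 changed genes in enterocytes, distal enterocytes, stem cells, TA cells, Paneth cells, goblet cells and enteroendocrine cells, and 0 in the interaction of fraction and treatment. Each of the 10 splits reaches a count of 0 by construction, so that this comparison decides nothing, and 10 splits are too few to exclude chance for any count. In TA cells another split gave 259 changed genes. At an unadjusted p under 0.05 the real split gave the most genes in stem cells (1546), while 1 other split gave more in enterocytes, 7 in distal enterocytes, 7 in TA cells, 2 in Paneth cells, 2 in goblet cells and 3 in enteroendocrine cells. For IEC against LP, 1 of the 32 splits that part every pair gave as many as 8886 genes, the real one; the next highest gave 3939, and the highest of 68 other splits gave 3915, so that chance is an unlikely source of this difference.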
